A study of Apis mellifera with 14 samples. Its data were reported in "Phenotypically distinct female castes in honey bees are defined by alternative chromatin states during larval development" (2018).

How the data were processed

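Heads of honey bee (Apis mellifera) larvae at 96 h of growth were profiled by ChIP-seq, in which DNA bound to histones that carry a given modification is precipitated with an antibody and sequenced. The labels give 14 samples. These are 2 replicates of queen larvae (96hQ) and 2 of worker larvae (96hW) for each of H3K4me3, H3K27ac and H3K36me3. Each caste also has 1 input sample (chromatin not precipitated). The 12 ChIP libraries were analysed here. The input samples were not analysed as files of their own. The study describes the replicates as pools and as biological replicates. The p-values measure the spread between these pools. No value is shared between the 2 libraries of any group, so no library was counted as a repeat of another.

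Per the labels and the study's methods, the authors mapped reads with Bowtie2 2.2.8 to the assembly Amel_4.5 and counted them in windows of 100 bp placed every 50 bp with csaw, keeping duplicate reads. The deposited value of a window is a ratio: the reads of the ChIP library in the window over the reads of the input of the same caste in a wider interval around it, each scaled to its library. It is called enrichment below. Both replicates of a caste were therefore divided by the same single input library. Error in that input is common to both replicates and does not enter the spread that the p-values measure. Windows that could not be widened were dropped by the authors. The files hold part of the genome's windows, the same ones in the 4 libraries of a mark: 153970 for H3K4me3, 172381 for H3K27ac and 373928 for H3K36me3. The rule that kept these windows is not given in the sources used here, so shares and correlations below are over retained windows. How this selection bears on them was not tested. Coordinates are 1-based on Amel_4.5, and the 16 chromosomes are called linkage groups 1 to 16. Their order was checked against a newer assembly, by the end of the last retained window against the end of the last gene (r = 0.985 over the 16 linkage groups).

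Each mark was tested apart, as in the study's methods, with the moderated test of limma 3.58.1 (R 4.3.3) on the ratios as deposited, with caste as the single term. A window was called at a Benjamini-Hochberg adjusted p under 0.01 and a difference between the caste means above 3. Called windows of one direction that overlapped or touched were merged into a region. Per mark and direction, the text names regions by a rule fixed before the data were examined. The rule takes the 10 regions with the largest difference in their peak window, among regions whose 2 queen values all lie on one side of the 2 worker values. The longest worker-higher regions of H3K27ac and H3K36me3 are given as well, picked by length outside that rule. Replicate agreement is given as correlations across windows, which are not independent replicates, and without a p-value. Differences are queen minus worker throughout, and an error after ± is the SD of 2 libraries.

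Gene-level tests, gene lists, the share of enriched genes, distances to transcription start sites, exon and intron classes and motif searches were planned but not run, because an annotation and a sequence of Amel_4.5 were not used here. The gene table at hand is for the newer assembly Amel_HAv3.1, and its coordinates were used only to check the order of the linkage groups. Regions are therefore given by position alone, and the genes the study discusses could not be placed. In place of exon and intron classes, called regions of a mark were compared with the retained windows of the other marks (any overlap, two-sided Fisher's exact test, Benjamini-Hochberg over 6 tests, scipy 1.17.1 and statsmodels 0.14.6). In place of genes, caste differences of 2 marks were correlated over windows retained in both, on log2(enrichment + 5% of the mark's median). Both replacements were chosen after the data were seen.

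Read numbers are not given in the files and were inferred from the ratios. Since, by the equation in the study's methods, a value is a constant of the library times a whole number of ChIP reads over a whole number of input reads, both numbers were reconstructed from continued fractions of the ratios (relative tolerance 1e-13) and from their smoothness over neighbouring windows. Whole numbers were found in all but at most 7 windows of each library. In about 16.6% to 16.8% of windows the fraction had to be multiplied to match its neighbours. Where the files of 2 marks share a window, the input count reconstructed from each was equal in 99.6% to 99.9% of windows. This step was chosen after the data were seen, and the counts served to compare the inputs and to form the alternatives, not for intervals or for a count model. Median reconstructed ChIP reads per retained window ran from 198 (H3K27ac, queen replicate 2) to 1033 (H3K4me3, worker replicate 2). Median reconstructed input reads per window lay between 544 and 682 in queens and between 1462 and 1575 in workers. Reads overlap neighbouring windows and duplicates were kept, so these are not independent molecules. The depth of whole libraries was not used here.

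Alternatives chosen before the data were examined were a test on log2 values, a mean-variance trend, median scaling of libraries, quantile normalisation, an adjusted p under 0.001, a difference above 5, a 2-fold ratio of caste means in place of the difference, windows with a caste mean of at least 3, merging over gaps up to 500 bp, replicate number as a block, and leaving out each library in turn. Alternatives added after the data were seen were a common input (both castes divided by the geometric mean of the 2 input counts, each scaled to its median), no local input (the median input count of the caste in every window), the common input with median scaling or on the log2 scale, linkage groups alone, and a setting called input difference only, in which ChIP reads of each window were set to the same mean in both castes before each library was divided by the input of its own caste.

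The steps were tested on simulated data. In one simulation 20% of windows were changed, an equal number of them by 4 and by 8. The limma step called 74.0% of those changed by 4 and 92.6% of those changed by 8 for H3K4me3, 97.5% and 99.8% for H3K27ac, and 84.4% and 98.0% for H3K36me3. In another, 200 windows were changed, 100 by 4 and 100 by 8. It called 0 of either for H3K4me3 and for H3K36me3, and 34 and 70 for H3K27ac, so with 2 libraries per caste a small set of changed windows can go uncalled. The reconstruction returned the simulated input count in 100% of 20000 windows. Figures were drawn with matplotlib 3.10.9, and tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.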

Results

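The study asked whether queens and workers, which develop from the same genome under different larval feeding, differ in histone modifications at 96 h of growth. H3K4me3 is known as a mark of active promoters, H3K27ac of active promoters and enhancers, and H3K36me3 of the bodies of transcribed genes. Enrichment over input was measured in 2 queen (96hQ) and 2 worker (96hW) pools of larval heads per mark. Retained windows covered 8.15 Mb for H3K4me3, 9.29 Mb for H3K27ac and 19.2 Mb for H3K36me3.

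Within a caste, replicate libraries were close to each other, with Pearson r across windows between 0.979 and 0.986 for H3K4me3, between 0.970 and 0.983 for H3K27ac and between 0.959 and 0.992 for H3K36me3. Between castes the same coefficients were 0.524 to 0.568 for H3K4me3, -0.00379 to 0.105 for H3K27ac and 0.229 to 0.420 for H3K36me3. Replicates of a caste share an input and the castes do not, which bears on both sets of coefficients. Over nuclear windows with reads in every library, the caste means had r = 0.550, 0.0453 and 0.321 as deposited. With a common input, which both castes then share, r was 0.950, 0.716 and 0.911. Median enrichment of H3K4me3 was 4.29 and 4.19 in the queen replicates and 3.32 and 3.59 in the worker replicates. For H3K27ac it was 1.13 and 1.05 in queens and 1.69 and 1.69 in workers. For H3K36me3 the queen replicates differed from each other (2.45 and 3.10) by more than the worker replicates did (2.30 and 2.34).

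H3K4me3 was higher in queens in 3332 regions (29426 windows, 19.1% of those retained) and higher in workers in 1836 regions (19836 windows, 12.9%). The regions were short, with a median of 450 bp in queens and 500 bp in workers. The largest worker-higher difference lay on linkage group 10 (12732951 to 12734100), where enrichment was 63.0 ± 3.13 in workers and 9.47 ± 0.237 in queens (n = 2 each; limma adjusted p = 0.000466). On linkage group 16 (3965251 to 3967650) workers had 40.6 ± 2.49 and queens 5.86 ± 0.196. On linkage group 5 (11546001 to 11548700) the values were 41.9 ± 1.84 in workers and 8.24 ± 0.0946 in queens. The other 7 of the 10 largest lay on linkage groups 4, 7, 11, 13 and 14, and their differences were at least 25.5 in size. Of the 10 largest queen-higher regions, 6 lay on unplaced scaffolds. Those on linkage groups were on group 11 (5085201 to 5086250, queens 35.1 ± 1.84, workers 10.0 ± 0.348), on group 1 (28146101 to 28146600, queens 26.7 ± 0.379, workers 4.93 ± 0.566) and at 2 places on group 4 (3506801 to 3507950, queens 27.5 ± 0.753, workers 4.94 ± 0.0848, and 3542701 to 3543350, queens 27.7 ± 2.24, workers 6.10 ± 1.45). The limma adjusted p of the 20 named regions was at most 0.00497. With a common input and no further scaling, limma called 0 H3K4me3 regions in either direction. At an unadjusted p under 0.05 in limma, 1791 queen-higher and 2950 worker-higher windows then passed the difference of 3. At the peak windows of the named queen-higher regions the queen input was 96 to 232 reads and the worker input 947 to 1692. At those of the named worker-higher regions the queen input was 737 to 1387 reads and the worker input 575 to 976. After median scaling of the libraries the split was 2343 queen-higher to 2443 worker-higher regions (49.0% queen-higher against 64.5%). Without queen replicate 1, or without queen replicate 2, limma called 0 windows at the adjusted p, while 29719 and 21440 windows (without replicate 1) and 31201 and 20014 windows (without replicate 2) passed the difference of 3 in queens and workers at an unadjusted p under 0.05.

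H3K27ac differed mostly in the other direction: 2027 regions (20603 windows) were higher in workers and 488 regions (2510 windows) higher in queens. The locus of the largest H3K4me3 difference was also first for H3K27ac (linkage group 10, 12733001 to 12734950), at 24.4 ± 1.08 in workers and 1.87 ± 0.0480 in queens (limma adjusted p = 5.46e-05). Next came linkage group 3 (12074751 to 12074950, workers 19.8 ± 0.793, queens 2.94 ± 0.428), linkage group 6 (15866801 to 15867100, workers 17.8 ± 0.991, queens 2.08 ± 0.155), linkage group 13 (1000401 to 1001600, workers 16.6 ± 0.571, queens 2.14 ± 0.0262) and linkage group 4 (11180251 to 11181150, workers 18.5 ± 1.18, queens 5.20 ± 0.829). Some worker-higher regions were long: one on linkage group 5 (11598951 to 11605500) spanned 6550 bp, with 10.6 ± 0.759 in workers and 1.17 ± 0.0946 in queens at its peak, and one on linkage group 10 (7658851 to 7664200) spanned 5350 bp, with 12.8 ± 0.417 and 0.818 ± 0.171. The queen-higher regions were smaller in size and in difference. Of the 10 largest, 7 lay on unplaced scaffolds, and the other 3 lay on linkage group 10 (9605401 to 9605950, queens 10.0 ± 1.80, workers 1.72 ± 0.0495), linkage group 8 (1995151 to 1995650, queens 9.35 ± 0.921, workers 2.05 ± 0.127) and linkage group 15 (2543051 to 2543850, queens 9.02 ± 0.509, workers 1.94 ± 0.105). The limma adjusted p of the 20 named regions was at most 0.00132. At the peak windows of the named queen-higher regions the queen input was 91 to 176 reads and the worker input 947 to 1792. At those of the named worker-higher regions the queen input was 131 to 1369 reads and the worker input 140 to 822. The direction of the excess depended on scaling: with median scaling 1507 regions were higher in queens and 938 in workers, and with quantile normalisation 1349 and 1085. With a 2-fold ratio in place of the difference, 5091 regions were higher in queens and 5178 in workers.

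H3K36me3 was higher in queens in 3281 regions (24125 windows, 6.45%) and higher in workers in 1196 regions (22087 windows, 5.91%). Worker-higher regions were fewer but longer, with a median of 550 bp against 350 bp, and the longest spanned 9000 bp on linkage group 15 (5711401 to 5720400), where the peak window had 7.85 ± 0.625 in workers and 1.58 ± 0.515 in queens. Some of the 10 largest worker-higher regions lay near each other. On linkage group 4 a pair lay at 9434301 to 9436250 (25.2 ± 2.09 in workers, 3.07 ± 0.853 in queens, limma adjusted p = 0.000488) and at 9459301 to 9461150 (15.7 ± 1.83 and 3.21 ± 1.17). On linkage group 3 a pair lay at 10826351 to 10828400 (18.6 ± 3.45 and 2.50 ± 1.28) and at 10828651 to 10837200, a region of 8550 bp (15.5 ± 2.13 and 1.75 ± 1.01). On linkage group 2 workers had 21.5 ± 0.817 and queens 6.39 ± 0.623 at 14245001 to 14247650. The largest queen-higher difference was on linkage group 2 (3525801 to 3526000, queens 18.5 ± 1.47, workers 2.91 ± 0.185), followed by linkage group 11 (8738401 to 8739700, queens 14.2 ± 3.09, workers 2.11 ± 0.178) and linkage group 2 (1192601 to 1194850, queens 15.7 ± 3.36, workers 3.69 ± 0.153). On linkage group 6 a pair of queen-higher regions lay close together, at 12922251 to 12923550 (13.3 ± 3.44 and 2.34 ± 0.100) and at 12925851 to 12926350 (12.8 ± 2.70 and 1.99 ± 0.00420). The limma adjusted p of the 20 named regions was at most 0.00713. With a common input and no further scaling, limma called 0 queen-higher regions and 1 worker-higher region, and 0 of the named ones. At the peak windows of the named queen-higher regions the queen input was 53 to 188 reads and the worker input 773 to 1864. At those of the named worker-higher regions the queen input was 125 to 1226 reads and the worker input 172 to 766. With median scaling the split was 1982 queen-higher to 1825 worker-higher regions (52.1% queen-higher against 73.3%). At an adjusted p under 0.001 in limma the excess turned, with 565 queen-higher and 1089 worker-higher regions, and without queen replicate 2 queen-higher regions numbered 2010 and worker-higher ones 1338.

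**Figure D1:**
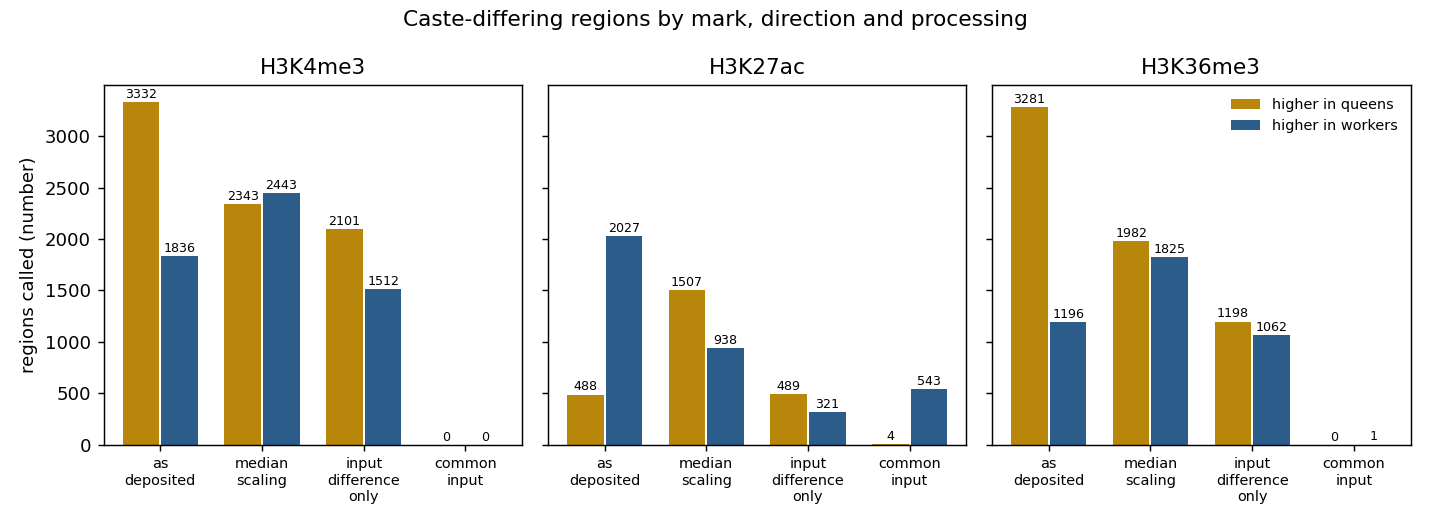
Number of regions higher in queens (gold) and in workers (blue) per mark, called as deposited, after median scaling, with the ChIP reads set equal between castes so that only the inputs differ, and with a common input. With a common input 543 worker-higher and 4 queen-higher H3K27ac regions are called, and none of the windows in those 4 was called queen-higher as deposited.

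**Figure D2:**
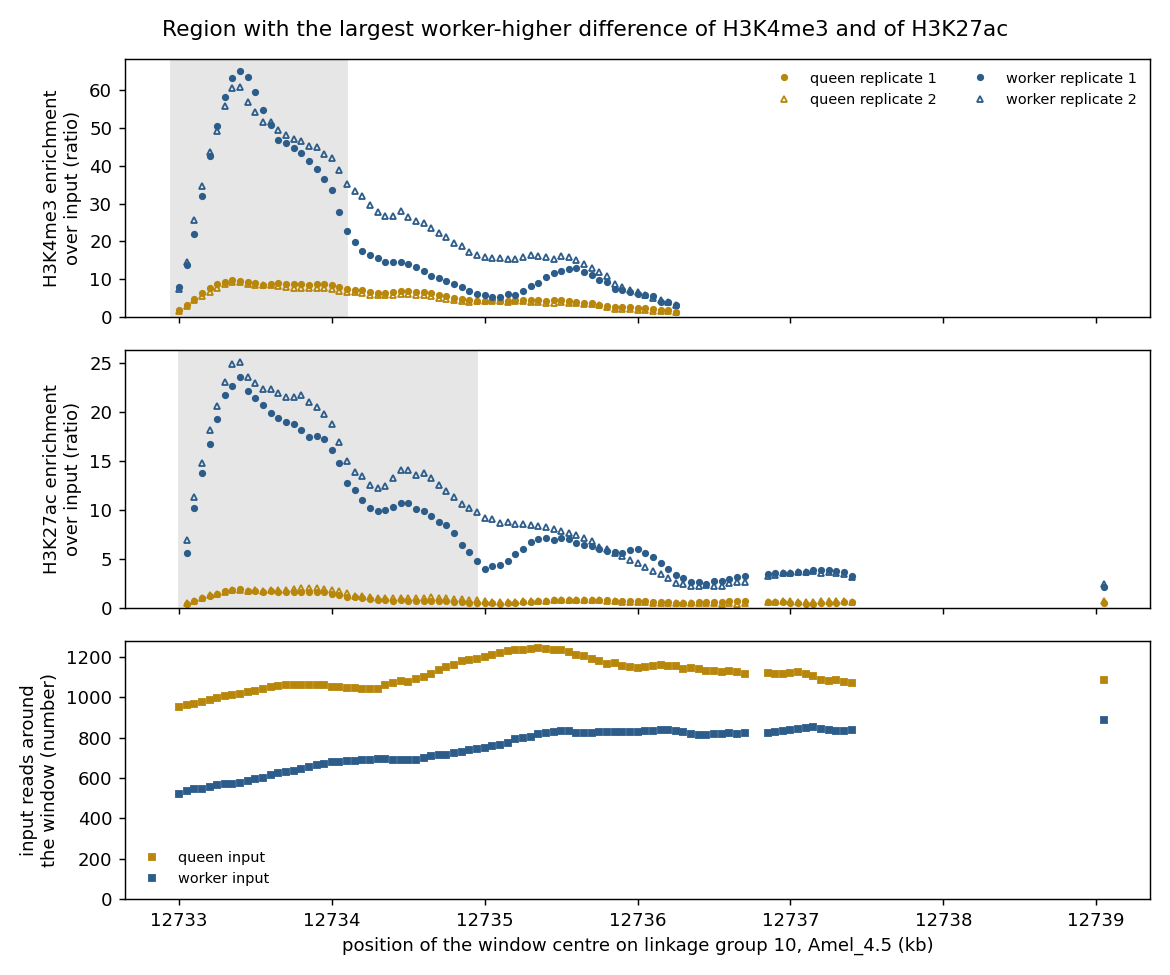
Enrichment over input (ratio) of H3K4me3 and H3K27ac per library, and reconstructed input reads per caste, by position on linkage group 10 of Amel_4.5; the grey band is the called region. Worker values rise to 65.2 and 60.8 for H3K4me3, while the queen input lies above the worker input over the whole stretch.

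The marks were then compared with one another, to see on which kind of window the castes differed. Queen-higher H3K27ac regions nearly always lay on windows retained for H3K4me3 (430 of 488, 88.1%), whereas 788 of the 2027 worker-higher regions did (38.9%; two-sided Fisher's exact test, adjusted p = 2.00e-92). Below, a window with H3K4me3 is one that overlaps a retained H3K4me3 window, whatever the enrichment there. Of all retained H3K27ac windows 52.8% overlapped an H3K4me3 window. Overlap with H3K36me3 windows was 15.6% for queen-higher and 0.444% for worker-higher H3K27ac regions (adjusted p = 7.93e-46), a gap of 15.1 percentage points that was 9.23 with the centre base of a region in place of any overlap and 9.41 at a difference above 5. On H3K27ac windows without H3K4me3 the median enrichment was 0.805 in queens and 1.88 in workers, and on those with H3K4me3 it was 1.57 and 1.56. With a common input these medians were 0.977 and 1.58 without H3K4me3, and 1.41 and 1.77 with it. Queen-higher H3K4me3 regions overlapped H3K36me3 windows in 46.0% of cases and worker-higher ones in 12.3% (adjusted p = 4.22e-145), while overlap with H3K27ac windows was 74.0% and 87.1% (adjusted p = 2.30e-29). For H3K36me3, 11.6% of queen-higher and 4.18% of worker-higher regions overlapped H3K4me3 windows (adjusted p = 3.14e-15), and overlap with H3K27ac windows did not differ past 0.05 (1.43% and 0.753%, adjusted p = 0.0930). Regions are not replicates, and neighbouring regions are not independent, so these p-values are too small. With a common input the contrast for H3K27ac could not be assessed, since 4 regions were then higher in queens, 2 of them on H3K4me3 windows, and 418 of the 543 worker-higher regions (77.0%) lay on H3K4me3 windows.

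**Figure D3:**
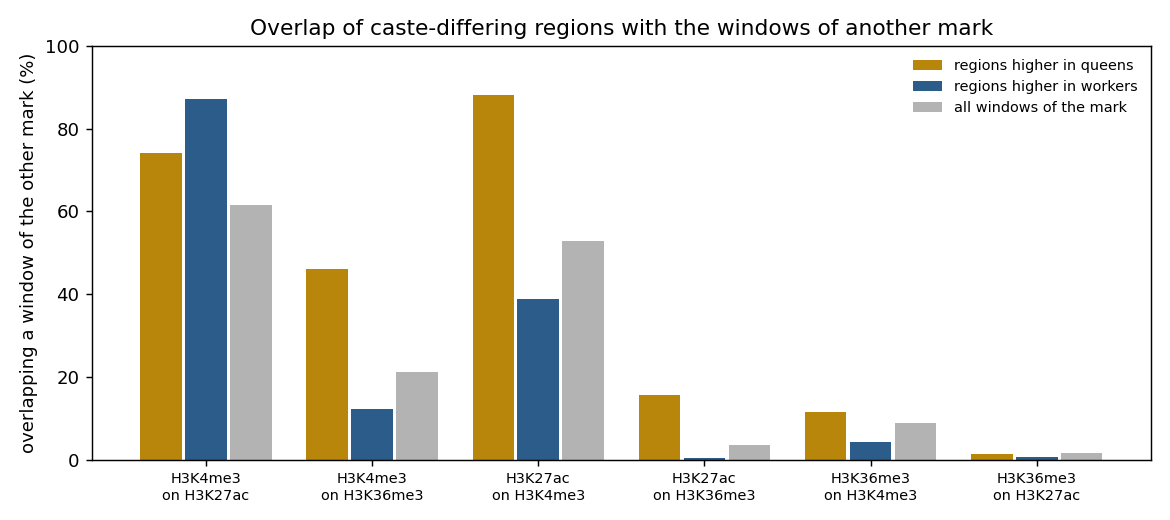
Share (%) of regions higher in queens (gold), of regions higher in workers (blue) and of all retained windows (grey) of a mark that overlap a window of another mark. Queen-higher H3K27ac regions overlap H3K4me3 windows in 88.1% of cases and worker-higher ones in 38.9%.

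Where regions of different marks overlapped, they nearly always had the same direction. Of the queen-higher H3K27ac regions, 427 overlapped a queen-higher H3K4me3 region and 1 a worker-higher one, and of the worker-higher H3K27ac regions 614 overlapped a worker-higher H3K4me3 region and 0 a queen-higher one. Queen-higher regions of all 3 marks met at 69 H3K4me3 regions, and worker-higher regions of all 3 marks at 4. Among windows called for both H3K4me3 and H3K27ac, 2128 were higher in queens for both marks and 5835 higher in workers for both, and 1 went opposite ways. Across 86293 windows retained for H3K4me3 and H3K27ac the log2 caste differences had r = 0.941, across 28886 windows of H3K4me3 and H3K36me3 r = 0.899, and across 4761 windows of H3K27ac and H3K36me3 r = 0.895. All marks of a caste share 1 input library, so division by it moves the marks of a window the same way. The counts of shared direction above are therefore no separate evidence that the marks change together. Simulated libraries without any caste difference in ChIP reads, divided by the same inputs, had r = 0.990, 0.984 and 0.953, with covariances of 0.710, 0.345 and 0.526 against 1.66, 0.537 and 1.03 observed. Part of the observed relation may therefore come from the shared inputs, and with a common input r was 0.748, 0.516 and 0.602 and the covariances were 0.364, 0.0629 and 0.170. The inputs cannot be split, since each caste has 1.

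The balance of directions was also counted by linkage group. Linkage group 13 stood out for worker-higher regions, with 105 against 28 queen-higher for H3K4me3, 89 against 2 for H3K27ac and 65 against 22 for H3K36me3. With a common input the median queen minus worker difference over its windows turned from -1.44 to 0.179 for H3K4me3 and from -0.712 to 0.143 for H3K36me3, and went from -1.30 to -0.743 for H3K27ac. In that order of marks, the other linkage groups then had medians of 0.462 to 0.743, 0.511 to 0.683 and -0.569 to -0.215. Linkage group 13 thus stayed the lowest linkage group in each mark. Unplaced scaffolds held nearly only queen-higher regions: 355 against 14, 99 against 5 and 494 against 5. Their median queen minus worker difference was 2.82 for H3K4me3, 0.882 for H3K27ac and 1.53 for H3K36me3 as deposited, and 0.968, 0.103 and 0.769 with a common input. On linkage group 13 the median queen input was 1.35 times, and the worker input 0.875 times, the caste's median over the windows of H3K4me3 on linkage groups. On unplaced scaffolds the same values were 0.660 and 1.10.

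Since each caste was divided by its own input, the input reads reconstructed from the ratios, not counted from sequence data, were compared as well. Across retained windows the 2 inputs were opposed in rank, with Spearman rho of -0.687 for the windows of H3K4me3, -0.747 for H3K27ac and -0.701 for H3K36me3. They were less opposed in Pearson r (-0.232, -0.316 and -0.324). Since the rule that kept the windows is not known, these values need not hold over the whole genome. The log2 caste difference in enrichment followed the log2 ratio of worker to queen input, with r = 0.863, 0.902 and 0.870. The input ratio is part of that difference, and ChIP reads unrelated to it would by themselves give r = 0.769, 0.698 and 0.721. Median queen input was 337 reads in queen-higher and 949 in worker-higher H3K4me3 windows, 227 and 1094 for H3K27ac, and 291 and 964 for H3K36me3. Median worker input was 1747 and 1186, 1739 and 864, and 1741 and 965. ChIP reads before division were more alike between castes, with r on the log2 scale of 0.860 to 0.910 for H3K4me3, 0.705 to 0.798 for H3K27ac and 0.852 to 0.922 for H3K36me3. Division by the inputs raised the SD of the log2 queen to worker ratio across windows from 0.74 to 1.35, from 1.04 to 1.87 and from 0.77 to 1.36.

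With a common input in both castes, the caste difference stayed above 3 in the same direction in 5.51% of queen-higher and 10.8% of worker-higher H3K4me3 windows, in 0 of 2510 and 2479 of 20603 for H3K27ac, and in 0.141% and 0.213% for H3K36me3. It took the opposite sign in 7.75% and 22.4%, in 24.7% and 0%, and in 0.543% and 18.4%. All 10 named worker-higher H3K27ac regions stayed called, and the first of them had a difference of -9.18 in place of -22.6. None of the other 50 named regions stayed called by limma with a common input, where the first worker-higher H3K4me3 region had -7.79 in place of -53.5 and the first worker-higher H3K36me3 region -5.05 in place of -22.1. The limma adjusted p of these was 0.0259 and 0.115, above the cut of 0.01. Over the named H3K4me3 regions the difference with a common input was 2.71 to 6.50 (queen-higher) and -8.64 to -0.570 (worker-higher). For H3K36me3 it was 1.02 to 3.12 and -5.05 to 0.0153. A region that was not called had therefore not always lost its difference. With median scaling as well, 8 of 10 named worker-higher H3K4me3 regions were called (the first at -13.6), 8 of 10 worker-higher and 1 of 10 queen-higher H3K27ac regions, and none of the other 30. On log2 values with the common input, 14 of the 60 named regions were called, the 10 worker-higher H3K27ac regions among them. For H3K4me3, on ratios with a common input and no further scaling, limma called 0 windows, and 1791 queen-higher and 2950 worker-higher windows passed the difference of 3 at an unadjusted p under 0.05. The direction with a common input depended on the scale: limma called 318 queen-higher and 39 worker-higher H3K4me3 regions on log2 values, but 31 and 1689 with median scaling. For H3K36me3 limma called 0 queen-higher regions and 1 worker-higher region with a common input, with 45 and 48 windows past the difference at an unadjusted p under 0.05, and 18 and 7 regions on log2 values. With the ChIP reads set equal in both castes and the inputs left as they were, 2101 queen-higher and 1512 worker-higher regions were called for H3K4me3, 489 and 321 for H3K27ac, and 1198 and 1062 for H3K36me3.

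**Figure D4:**
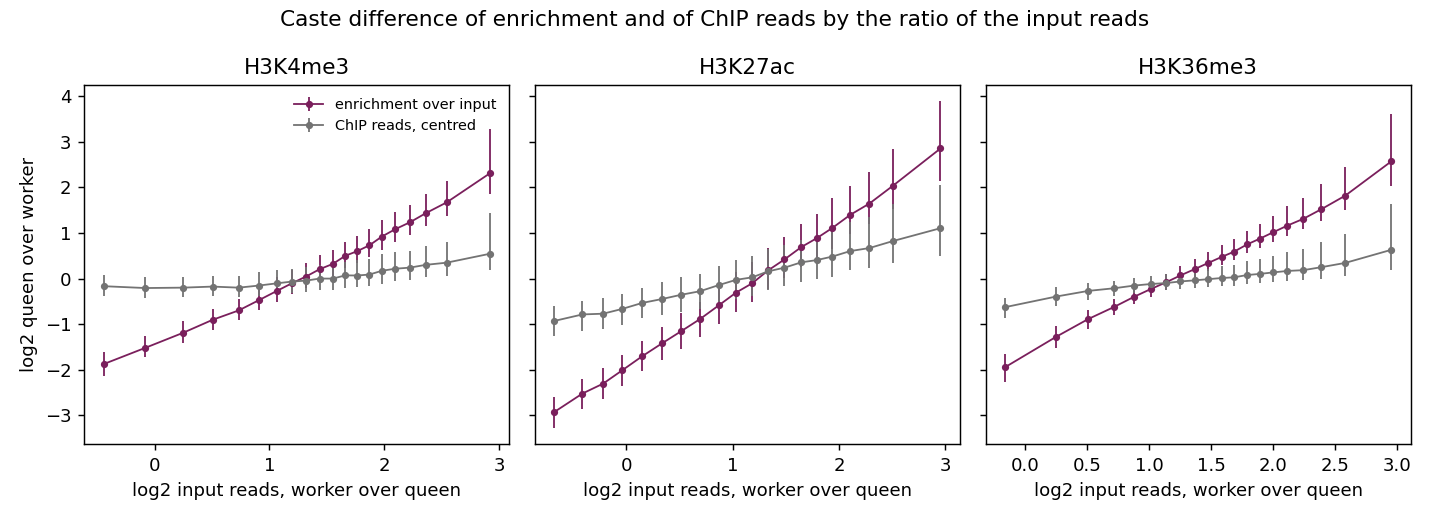
Median log2 queen to worker ratio of enrichment (purple) and of ChIP reads centred on their median (grey) in 20 bins of windows by the log2 ratio of worker to queen input reads, with bars over the interquartile range. Enrichment climbs steeply with the input ratio in each mark, and ChIP reads climb less.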

Values the study reported

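For H3K4me3 the study reported 3333 regions more enriched in queen larvae and 1834 more enriched in workers. For H3K27ac it gave 489 and 2027, and for H3K36me3 3285 and 1196, at an adjusted P-value under 0.01 and an enrichment difference above 3. It stated replicate correlations above 0.96. Of queen-specific intragenic H3K27ac differences, the authors placed 83% in exons, and of worker-specific ones more than 53% in introns. Between caste differences in enrichment and in transcription it gave a correlation of 0.28 for H3K4me3, 0.15 for H3K36me3 and 0.04 for H3K27ac, the last of them not significant. For H3K27ac in introns it reported a relation to expression. Genes with higher worker expression were enriched for worker intronic H3K27ac, and genes with higher queen expression were depleted for queen intronic H3K27ac.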

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

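The common-input, no-local-input and input-difference settings and the location and concordance replacements were chosen after the data were seen. Alternatives for genes, gene lists, cell type markers, enriched genes, profiles at transcription start sites, exon and intron classes and motifs were not run. An annotation and a sequence of Amel_4.5 were not used here. The same-numbered libraries deviated together with r = -0.0437 (H3K4me3), 0.0816 (H3K27ac) and 0.404 (H3K36me3), and nothing in the labels pairs them. With the replicate block the queen-higher and worker-higher regions were 3286 and 1760, 487 and 2025, and 3282 and 1196, which changed no count by over 1.5 times. The log2 test, the trend, the filter at a caste mean of 3, merging over 500 bp and linkage groups alone moved no region count by over 1.5 times.

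Other settings moved counts (queen-higher, then worker-higher), and where the setting's construction does not show it the cause was not tested. At an adjusted p under 0.001, H3K4me3 had 1826 and 1118 regions and H3K36me3 565 queen-higher. At a difference above 5 there were 1728 and 1183, 73 and 562, and 721 and 361 in the order of marks above. A 2-fold ratio gave 5091 and 5178 for H3K27ac and 6188 queen-higher for H3K36me3. Median scaling gave 1507 and 938 for H3K27ac and 1982 and 1825 for H3K36me3, and quantile normalisation 1349 and 1085 for H3K27ac. Leaving out one library at a time, with the lone library assumed to vary like the other caste's, H3K4me3 ranged from 0 to 3648 queen-higher and from 0 to 1772 worker-higher regions, with 0 in limma without queen replicate 1 (29719 and 21440 windows at an unadjusted p under 0.05) and without queen replicate 2 (31201 and 20014), H3K27ac from 379 to 659 and from 2060 to 2241, and H3K36me3 from 2010 to 4872 and from 1187 to 1338.

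In limma a common input gave 0 and 0, 4 and 543, and 0 and 1 regions, with 1791 and 2950 H3K4me3 windows and 45 and 48 H3K36me3 windows at an unadjusted p under 0.05. No local input gave 0 and 0, 6 and 527, and 3 and 0, with 772 and 3225 H3K4me3 windows and 311 and 3 H3K36me3 windows at that p. A common input with median scaling gave 31 and 1689 regions for H3K4me3, 15 and 91 for H3K27ac, and 0 and 0 for H3K36me3 (6 and 263 windows at that p), and on the log2 scale 318 and 39, 4 and 543, and 18 and 7. Input difference only gave 2101 queen-higher for H3K4me3, 321 worker-higher for H3K27ac and 1198 queen-higher for H3K36me3.

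The gap in H3K27ac overlap with H3K4me3 was at least 41.7 percentage points under the other thresholds, merging, centre, median scaling and leave-one-out settings, all of them tried on this replacement after the data were seen. It was -27.0 with a common input, where 2 of 4 queen-higher regions overlapped (Fisher's exact p = 0.232), too few to assess it. The gap for H3K36me3 windows was 9.23 with the centre base in place of any overlap and 9.41 at a difference above 5, against 15.1. It was 0 with a common input, from 0 of 4 and 0 of 543 regions, which says nothing of the contrast. The correlations between marks were 0.748, 0.516 and 0.602 with a common input and 0.747, 0.605 and 0.754 with no local input. For H3K27ac and H3K36me3 r was 0.923 with no pseudocount and 0.866 with 50% of the median.

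Of the planned settings, median scaling and quantile normalisation could turn the direction of a named region, and each did so in 0 of 60. The others leave the difference as it is or, since the regions were chosen with separate castes, cannot turn it by leaving out a library. Of the named regions 14 were no longer called at an adjusted p under 0.001, 21 without queen replicate 1 and 23 without queen replicate 2. With a common input, on either scale, 5 reversed: the H3K27ac queen-higher regions ranked 3, 6, 8 and 9 (-0.197, -1.56, -0.362 and -0.268) and the tenth H3K36me3 worker-higher region (0.0153). With no local input these were -0.0876, -0.734, -0.146, -0.150 and 0.00307. With the common input and median scaling, the H3K4me3 queen-higher region ranked 2 was at -1.77 and the H3K36me3 ones ranked 1 and 3 at -0.227 and -0.551. The depth of whole libraries was not used. At the peak windows of the named queen-higher regions the queen input was 96 to 232 reads for H3K4me3, 91 to 176 for H3K27ac and 53 to 188 for H3K36me3. For the named worker-higher regions its lowest value was 737, 131 and 125. There the worker input, which divides the worker values, was 575 to 976, 140 to 822 and 172 to 766 reads. Its medians over retained windows were 1575, 1462 and 1559. How thin input counts bear on the calls was not tested.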

Other observations

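The tests of explanations in this part were chosen after the results were seen, though median scaling itself was planned as an alternative. A set of worker-higher H3K27ac regions held its call with a common input: of 2027 regions, 368 kept a difference above 3 in their peak window. A difference of this size was not particular to them. For H3K4me3, 381 of 1836 worker-higher and 294 of 3332 queen-higher regions kept it, but at the adjusted p 0 of their peak windows were called. Besides the locus on linkage group 10, the 368 H3K27ac regions include those on linkage group 13 (1000401 to 1001600) and on linkage group 4 (12289001 to 12292400), where the difference was -14.4 and -12.0 as deposited and -7.45 and -5.10 with a common input. The regions on linkage group 3 (12074751 to 12074950) and linkage group 6 (15866801 to 15867100) also stayed, at -10.1 and -8.41, but there both inputs were thin (131 and 140, and 223 and 197 reads), so small denominators enter both castes. With median scaling on top of the common input, 404 worker-higher and 35 queen-higher H3K27ac windows were called.

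The first pattern is that caste differences in all 3 marks follow the ratio of the 2 input libraries, which division by the inputs builds in for a part. One view is that the division as deposited removed a local bias that the ChIP libraries of a caste share with its input. Over retained windows the log2 queen to worker ratio of ChIP reads fell as that of the input reads rose. With the inputs as labelled the slopes were -0.316, -0.652 and -0.476 for H3K4me3, H3K27ac and H3K36me3. Such a bias alone would give slopes above 0. Real differences in the marks, or the rule that kept the windows, could hide it in these windows, so the slopes cannot exclude it. Exchanging the inputs only turns the sign of the slopes, so slopes above 0 would then be no separate evidence. With the slopes as labelled, below 0, the ChIP reads hold part of the difference in the same direction. Division by the inputs then had to widen the caste ratio (1.76 times in the mark where it did so least). The widening is therefore no separate evidence that division added a difference. An exchange of the 2 inputs between castes cannot be told apart from other causes: dividing by the other caste's input changed the SD to 1.24 times that of the undivided reads in H3K4me3, 1.03 times in H3K36me3 and 0.843 times in H3K27ac, and any input adds noise. A real caste difference in the chromatin that enters an input, and a GC or fragmentation bias in 1 input library, stay open and untested, because each caste has 1 input. The part played by the rule that kept the windows was not tested either.

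The second pattern is the excess of worker-higher H3K27ac regions. The local input difference does not account for it as a whole, since with a common input 543 regions were higher in workers and 4 in queens, a ratio of 136 that rests on those 4. An overall difference in level stays open as an account of it: with each library scaled to the same median the ratio of worker-higher to queen-higher regions was 0.622, but with a common input as well 91 regions were higher in workers and 15 in queens. Whether the higher worker level is biological or reflects how well the precipitation worked cannot be decided here, since no added reference chromatin is named in the labels.

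The third pattern is that queen-higher H3K27ac regions lie on H3K4me3 windows and worker-higher ones mostly do not. It did not come from the overall level of the libraries, since the gap was 50.3 percentage points with median scaling. The inputs differ along this contrast. On H3K27ac windows with H3K4me3 the median queen input was 566 reads and the worker input 1577, and on those without it 825 and 1229. Division by these inputs moves the caste ratio toward queens on the former, relative to the latter. Whether the local input difference produces the whole contrast could not be decided. With a common input, the share of worker-higher regions on H3K4me3 windows was 24.2 percentage points above that of all retained H3K27ac windows. It was below as deposited. A common input lowers the differences, so fewer regions pass the cut of 3. Without a common input the share also rose with the cut, from 38.9% to 48.6% at a difference above 5. A region can also hold several windows, so shares of regions and of single windows are not alike. With 4 queen-higher regions called with a common input, none of them from the queen-higher windows called as deposited, the contrast itself could not be tested there. A caste difference in H3K27ac away from H3K4me3 stays open: there the median enrichment with a common input was 0.977 in queens and 1.58 in workers, against 0.805 and 1.88 as deposited.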
